A study of Xenopus laevis with 15 samples. Its data were reported in "Oocyte-somatic cells interactions, lessons from evolution" (2012).

How the data were processed

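Gene expression was measured in somatic cells peeled from ovarian follicles of *Xenopus laevis*, on 15 Agilent single-colour arrays with 1 sample per array. Per the labels, the cells are the follicular (granulosa) layer, recovered by hand after collagenase, whereas the study's methods name granulosa and theca cells together, so theca may be part of every sample. The samples fall into 3 groups of 5 samples. NC1 samples came from stage IV follicles, whose oocytes are arrested in prophase I. The study calls NC1 oocytes developmentally incompetent or poorly competent. C1 samples came from stage VI follicles, with developmentally competent prophase I oocytes. C2 samples came from stage VI follicles kept for 15 h with human chorionic gonadotropin (hCG) at 40 IU per mL, whose oocytes had reached metaphase II.

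For every array the authors deposited a scanner table with an intensity for each spot, in arbitrary fluorescence units, after background subtraction and detrending within the array and without any scaling between arrays. The same tables hold the mean pixel intensity and the flags of each spot, per the file headers. The authors also deposited a summary table of normalized values in log2 units. Its header names quantile normalization and a present flag in at least 80% of the arrays of any 2 of the 3 conditions, whereas the study's methods name median scaling and a flag in every condition, so the values used here start from the scanner tables and the summary table serves as an alternative. That table held 9721 probes and 19 controls, with 8238 probes flagged present in 3 conditions and 1483 in 2. Each of its columns was checked against all scanner tables, and the Spearman correlation across probes was 0.998 to 1.00 with its own array and at most 0.977 with any other.

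The array design carried 21495 probes other than controls, each in 2 spots. Spots marked as outliers by the scanner software were set to missing, the spots of a probe were averaged as log2 values, and the median over all non-control probes of the array was subtracted. The result is called the log2 level below. No non-control spot was saturated. A probe counted as detected on an array when all its spots that were not outliers were well above background. The fits kept the 7744 probes detected on at least 4 of the 5 arrays of each group. Fewer probes were detected than not on most arrays, so the median of an array lay close to its background, and other scalings were tried for this reason. The depth of an array is its signal over background, given below. With 5 arrays per group, the number of arrays limits the precision.

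Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) over all 15 arrays, without covariates. The stage effect was a moderated F over the 3 groups, and the 3 contrasts were C1 minus NC1, C2 minus C1 and C2 minus NC1. Benjamini-Hochberg adjusted p under 0.01 counted as a call, within each contrast over all probes tested. Gene lists were tested with camera (preset correlation 0.01) and with fry, at an adjusted p under 0.05 over all lists of a kind and both steps. The median of each list was also ranked among the medians of 10000 random lists of the same size, matched in 20 bins of mean level. Levels of whole arrays were compared with two-sided exact permutation tests, whose smallest possible p is 0.00794 for 5 arrays against 5. Loading, tests and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 20. The fit was tested on simulated data: with normal values drawn from the mean and spread of 7743 probes, and 200 of them shifted by 1.5 log2 in 1 group, it recovered 68.5% of them for C1 minus NC1, 67.5% for C2 minus C1 and 75.5% for C2 minus NC1, and 2.84%, 0.735% and 0.658% of its calls were false.

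The lists were 10 gene families (proteasome, collagens, laminins and integrins, gap junction connexins, steroidogenesis, ovulation genes of mammals, ribosomal proteins, heat shock proteins, immediate early genes, tubulins and actins) and 4 marker lists (oocyte, red blood cell, leucocyte, follicle cell), matched by gene symbol or probe description. The study genes were the 21 *Xenopus* sequences that the study named, found by their RefSeq accession, and were tested in a fit over all 21495 probes. The families, the marker lists, the tests, the thresholds and the first set of alternatives were fixed before the data were examined. So was the rule for named genes: in each contrast, the 4 largest rises and the 4 largest falls among called probes detected on all 10 arrays of both groups, with no overlap between the groups and with a gene name other than a clone identifier; every study gene; and the 2 largest changes each way in a list that a set test called. A list for stroma and theca cells and a list for endothelium were added after the changes of the collagens had been seen.

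Gene names were taken through the RefSeq accession in the deposited summary table (7875 probes had one, and 5135 of these matched the gene table of the frog genome assembly Xenopus_laevis_v10.1), then through a symbol or synonym in that table, then from the gene name in the array design. Placeholder and clone identifiers were dropped at each step. A usable name was left for 5602 probes: 4999 through the accession, 365 through a symbol or synonym and 238 from the array design. The suffixes .L and .S mark the 2 subgenomes of this species. Probes were not placed on the genome, so no coordinates are given.

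The arrays lay on 5 slides scanned on 2 days. The numbers in the sample titles run in 5 sets of 3, with 1 array of each group per set, and the study's methods take the stages from shared females. Whether these title sets pair the arrays was checked on the deviations of each array from its group mean: all 15 pairs of arrays from one title set correlated above 0.1 across probes (r 0.35 to 0.76), against 1 of 60 pairs from different sets. Replicate numbers gave 3 of 15 pairs above 0.1. The title sets were therefore used as a block in an alternative fit.

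The alternatives changed one choice at a time: scaling to the 75th percentile, quantile normalization, no scaling, normexp background correction with an offset of 50 followed by quantile normalization, the deposited summary table, no detection filter, detection in at least 1 group or on all 15 arrays, an adjusted p under 0.05, at least a 2-fold change, no moderation of the variance, the slide, replicate number or title set as a block, title set and slide together, probes of one gene averaged, only the 10 arrays of both groups, another detection flag, fry or an estimated correlation for the lists, and each array left out in turn. Leaving out an array kept the probes of the original filter, as did the regrouping of arrays. Scaling to the median of probes detected on all 15 arrays, scaling to spike-in transcripts, detection in at least 1 spot, the collagen chains alone and the ribosomal proteins without mitochondrial members were added after the data were seen. Raw pixel images were not used here, and the local background of each spot was used only in the normexp alternative.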

Results

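The data collected were 15 single-colour arrays of follicular somatic cells, 5 for each group. NC1 follicles held prophase I oocytes of no or poor competence. C1 follicles held competent prophase I oocytes, and C2 follicles held metaphase II oocytes after hCG. The median spot intensity before scaling was 14.3 to 19.8 in the NC1 arrays, 12 to 18.4 in the C1 arrays and 8.20 to 13.8 in the C2 arrays, in arbitrary units. Of the 21495 probes, 48.0% ± 2.57 (SD, n = 5) were detected on an NC1 array, 46.0% ± 4.22 (SD, n = 5) on a C1 array and 40.1% ± 3.94 (SD, n = 5) on a C2 array. The correlation of an array with the other arrays of its group, across probes, averaged 0.961 in NC1, 0.959 in C1 and 0.946 in C2. Probes are not independent replicates in any correlation across probes given here.

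Whether signal over background differed between groups was tested with two-sided exact permutation tests over 3 comparisons per measure, where 0.00794 is the smallest p that 5 arrays against 5 allow. The share of detected probes in C2 minus that in NC1 was -7.93 percentage points (exact p 0.00794, adjusted p 0.0238), with every C2 array below every NC1 array. C2 minus C1 was -5.88 points, which did not pass (exact p 0.0556, adjusted p 0.0833), and C1 minus NC1 was -2.06 points (exact p 0.452). With the scanner's flag for a positive and significant spot in its place, C2 minus C1 was -5.12 points (adjusted p 0.262). For the share of detected probes itself, C2 minus C1 without C1 replicate 4 was -7.66 points and passed its exact test. The arrays scanned on the second day alone, 4 C2 and 5 C1 arrays, gave a difference of -5.92 points (exact p 0.0952), and against the 3 NC1 arrays of that day the C2 difference was -8.03 points (exact p 0.0571, the smallest possible there). Within slides, C2 was lower than C1 on 4 of 4 slides that held both, by -6.59 to -4.66 points, and lower than NC1 on 4 of 4, by -11.7 to -6.16 points. The median log2 intensity before scaling differed by -0.57 between C2 and C1 (exact p 0.0238, adjusted p 0.0357), by -0.70 between C2 and NC1 (exact p 0.00794, adjusted p 0.0238) and by -0.14 between C1 and NC1 (exact p 0.405). The difference of the spike-in transcripts was -0.05 log2 between C2 and C1 (exact p 0.794) and 0.11 between C2 and NC1 (exact p 0.706), and neither passed. The 100 brightest probes took 36% ± 1.83 (SD, n = 5) of the summed signal in C2 against 29.8% ± 0.802 (SD, n = 5) in C1, a difference of 6.15 points (exact p 0.00794, adjusted p 0.0119), and 29% ± 1.2 (SD, n = 5) in NC1. The arrays of slide 2 (NC1 replicate 5, C1 replicate 4 and C2 replicate 1) detected 45.4%, 38.8% and 33.7% of the probes, and had 45 to 86 outlier spots against 1 to 52 on the other slides.

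**Figure D1:**
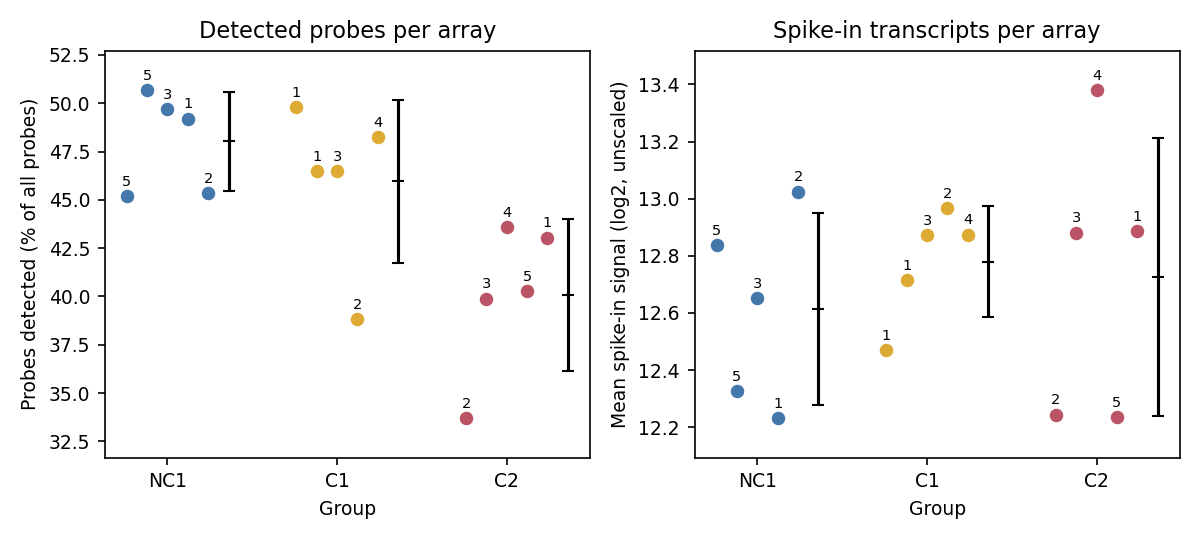
The share of probes detected (percent) and the mean log2 spike-in intensity are plotted for each of the 15 arrays by group, with the slide number beside each point and bars for mean ± SD (n = 5). The detected share fell from 48.0% in NC1 to 40.1% in C2, while the mean spike-in signal of the groups lay between 12.61 and 12.78.

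In a principal component analysis of the probes without missing values, the first component held 50.7% of the variance, and the groups accounted for 99.5% of its spread. The second held 11.7%, with 78.8% by group. The next 2 components (8.10% and 6.91%) followed the title sets, the sets of 3 arrays read from the sample titles, which accounted for 74.4% and 89.6% of their spread.

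**Figure D2:**
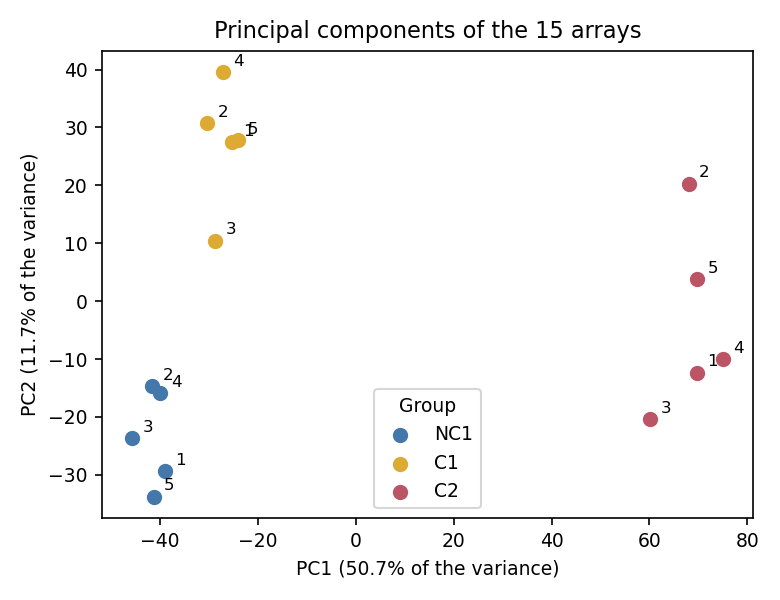
Scores of the 15 arrays on the first and second principal component (50.7% and 11.7% of the variance), coloured by group and labelled with the title set. The 3 groups form separate clusters of 5 arrays.

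The first comparison asked which transcripts differed between any of the 3 stages of oocyte competence. Over the 3 groups, 3406 of 7744 probes (44%) were called at an adjusted p under 0.01, and 4979 had an unadjusted p under 0.05. The alternative that moved this count most was the deposited summary table, with 5036 calls among its 9721 probes. Spike-in scaling gave the fewest calls of any scaling, 2998, and scaling to the 75th percentile gave 4419.

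The comparison of C1 with NC1 asked what changed in late vitellogenesis, between stage IV and stage VI follicles with prophase I oocytes. It gave 377 called probes, 245 higher and 132 lower in C1 (65.0% higher), and 1987 probes at an unadjusted p under 0.05. The median absolute change of the calls was 1.51 log2, and 351 changed at least 2-fold. Of all 7744 probes tested, 13.2% (1024) showed no overlap between the arrays of the 2 groups, against 0.794% by chance. An adjusted p under 0.05 moved this count most, to 862. With the title sets as a block it was 771 (504 higher, 267 lower), with the slide as a block 213 (120 higher, 93 lower), and without C1 replicate 5 it was 244. The excess of rises also moved with the scaling: the share of higher calls was 50.3% with the 75th percentile, 54.3% with quantile normalization, 52.6% without scaling, 47.2% with the median of the probes detected everywhere and 33.9% with spike-in scaling. The median change over all tested probes was 0.12 log2 in the values used here, -0.01 with the 75th percentile, -0.00 without scaling and -0.17 with spike-in scaling.

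Of the 236 genes eligible to be named, PP11 (probe A_10_P026704) rose most, from a log2 level of 2.03 ± 0.30 (SD, n = 5) in NC1 to 6.88 ± 0.33 (SD, n = 5) in C1, a 28.7-fold rise (adjusted p 2.6e-10). It was followed by eef1a2.S (elongation factor 1 alpha 2, +4.38 log2), ca2.S (carbonic anhydrase 2, +4.14) and snx22.L (+4.13). The largest falls were those of ambp.L (probe A_10_P026970), from 11.04 ± 0.57 (SD, n = 5) to 6.19 ± 1.81 (SD, n = 5), a 28.8-fold decrease (adjusted p 0.000346), lsamp.L (-4.69), cyp21a2.1.L (-3.58) and bmp1.L (-3.51).

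The comparison of C2 with C1 asked what changed with maturation induced by hCG. The incubation, the hormone and the resumption of meiosis occur together in this contrast. It called 2734 probes, 1269 higher and 1465 lower in C2 (46.4% higher), against 4291 at an unadjusted p under 0.05. The median absolute change was 1.40 log2, 2168 changed at least 2-fold, and the groups did not overlap in 28.9% of all probes tested (2240). The deposited summary table moved this count most, to 4275, and the slide block gave 2694 calls and the title-set block 3418. The direction of the majority depended on the scaling. Rises made up 70.9% of the calls with the 75th percentile (2706 higher, 1111 lower), 64.0% with the median of the probes detected everywhere (2336 and 1312), 59.0% with quantile normalization (2029 and 1410), 57.9% after normexp (1891 and 1377), 14.3% without scaling (453 and 2721) and 15.0% with spike-in scaling (370 and 2099). Over all tested probes the median change was 0.04 log2 in the values used here, 0.40 with the 75th percentile, 0.28 with the median of the probes detected everywhere, 0.17 with quantile normalization, -0.54 without scaling and -0.49 with spike-in scaling. Changes of single genes are given relative to the array median throughout.

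Among 1265 eligible genes, arg1.L (arginase, probe A_10_P002420) rose most, from 4.13 ± 0.55 (SD, n = 5) to 10.07 ± 1.04 (SD, n = 5), a 61.4-fold rise (adjusted p 1.8e-08). The next were slco2a1.L (+5.50 log2), six3.L (+5.19, detected on 4 of 5 NC1 arrays) and vegfa.S (vascular endothelial growth factor, +5.11). The largest falls were in rbpms2.S (probe A_10_P000311), from 7.68 ± 0.32 (SD, n = 5) to 2.54 ± 1.02 (SD, n = 5), a 35.3-fold decrease (adjusted p 3.4e-07), adal.L (-4.78), septin2.L (-4.63) and cyp17a1.L (the steroidogenic 17-hydroxylase, -4.44).

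Between the first and last stage, C2 minus NC1, 3102 probes were called, 1762 higher and 1340 lower (56.8% higher; 4604 at an unadjusted p under 0.05). This contrast is not independent of the other 2. Its calls had a median absolute change of 1.40 log2, 2416 changed at least 2-fold, and 35.7% of all probes tested (2767) showed no overlap. The slide block left 2930 calls and the title-set block 3756. The share of higher calls was 69.9% with the 75th percentile, 17.2% without scaling and 13% with spike-in scaling, and the corresponding median changes over all probes were 0.41, -0.53 and -0.64 log2, against 0.19 in the values used here. Leaving out the detection filter moved this count most, to 8270 calls, 6011 of them higher. The largest rises among 1552 eligible genes were those of slco2a1.L (84.8-fold; 2.05 ± 0.40 to 8.46 ± 1.34, SD, n = 5), tdh.L (+5.83 log2), spsb4.L (+5.81) and Xgam (+5.71). The collagen gene col1a1.S (probe A_10_P000059) fell most, from 11.57 ± 0.39 (SD, n = 5) to 4.20 ± 0.23 (SD, n = 5), a 165-fold decrease (adjusted p 1.9e-12), before lsamp.L (-6.20), aifm3.L (-6.13) and col3a1.S (-5.85). All 24 named differences kept their direction and their call under every alternative tried for them and without each array in turn.

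**Figure D3:**
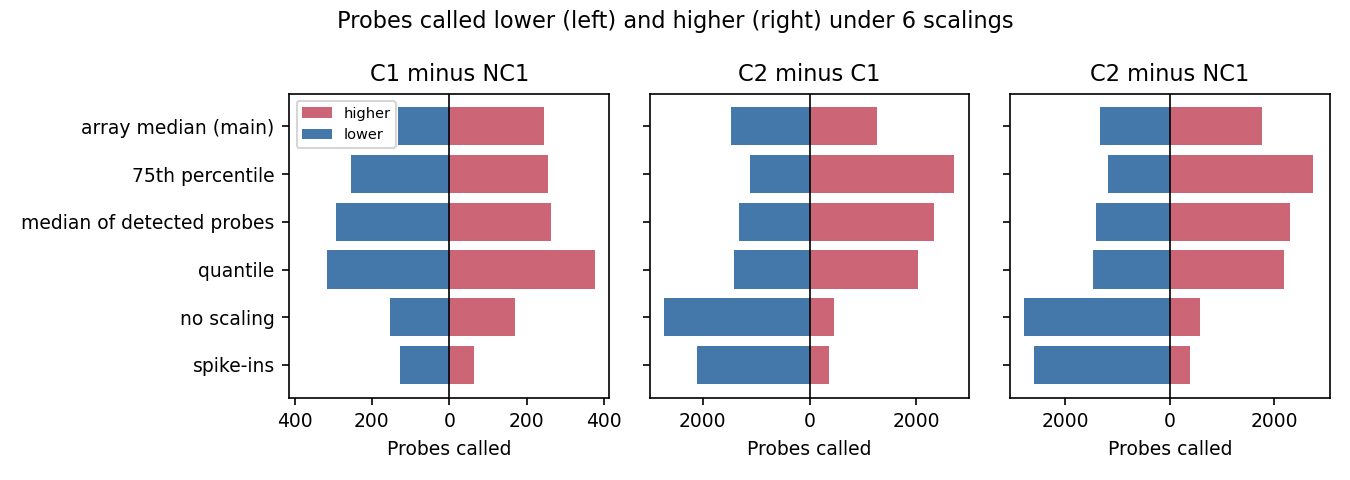
Number of probes called higher (to the right) and lower (to the left) in each of the 3 contrasts under 6 ways of scaling the arrays. For C2 minus C1 the calls range from 2706 higher and 1111 lower (75th percentile) to 453 higher and 2721 lower (no scaling), against 1269 and 1465 in the values used here.

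How the 2 steps combine in single probes was read from the calls of C1 minus NC1 and C2 minus C1. Only the first step was called in 106 rising and 63 falling probes, and only the second in 1214 rising and 1312 falling probes. Called at both steps were 33 probes that rose each time, 47 that fell each time, 106 that rose and then fell and 22 that fell and then rose, so that 128 probes changed in opposite directions and 80 in the same direction. Neither step was called in 4841. Both steps share the C1 arrays, which makes opposite changes more frequent by construction. In 100 simulations of unchanged groups the correlation of the steps across probes was -0.50 (range -0.56 to -0.43), and the observed correlation was -0.07. Whether 128 against 80 exceeds what the shared arrays give among changing probes was not tested. The alternative that moved the opposite changes most was an adjusted p under 0.05, with 313, and spike-in scaling gave 62. The share of the rise-then-fall class also shifted with scaling: 82 probes rose and then fell and 88 fell and then rose with the 75th percentile.

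Probes detected on all 5 arrays of one group and on none of another, whatever the remaining group showed, were counted without a test, since their fold is a lower bound. They numbered 519 in total. Most were lost in C2: 447 were detected on every NC1 array and on no C2 array, of which 172 were also detected on every C1 array, and 214 were detected on every C1 array and on no C2 array. In the other direction 15 probes appeared in C2 that no NC1 array detected, and 12 that no C1 array detected. Between NC1 and C1, 24 probes were lost and 11 gained. These 4 small counts each moved by over 1.5 times with 1 array: without C2 replicate 1 the 15 and 12 became 31 each, without C1 replicate 1 the 24 became 56, and without C1 replicate 4 the 11 became 29. The median lower bound was 1.98-fold for the 391 of the 447 probes lost between NC1 and C2 whose bound was at least 1, and 11.2-fold for the 15 gained. The strictness of the rule moved the total most, to 1330 when at least 4 of 5 arrays and at most 1 of 5 were required. The C2 arrays detected fewer probes in general, and without C1 replicate 4 the probes seen in C1 and not in C2 numbered 437.

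The genes that the study had named for *Xenopus* were followed as 21 sequences, each with 1 probe. Over all 21495 probes, 7 of them differed between NC1 and C1 (6 higher, 1 lower), 14 between C1 and C2 (10 higher, 4 lower) and 16 between NC1 and C2 (12 higher, 4 lower), 37 differences together. The counts adjusted over the list alone were 9, 15 and 18. The study chose these genes on the same samples, so the latter are not independent evidence. The total moved most without scaling, to 28, and all called differences kept their direction. Leaving out C1 replicate 2 gave 29, the fewest of any array left out. The study's names are kept for these genes, although the gene table names some of them differently. It gives sesn3.L for Sestrin1, cnih1.L for Cnih2, klf9.L for bteb1-A and tnfrsf10b.L for xDR-M1. In the Stx1a group it gives stx3.L for MGC84790 and stx19.L for LOC494752.

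From C1 to C2, the level of Btg1 (probe A_10_P003244) rose from 7.88 ± 0.23 (SD, n = 5) to 9.49 ± 0.44 (SD, n = 5), a 3.06-fold rise (adjusted p 5.0e-05), after a change of 0.09 log2 between NC1 and C1. Noelin-2 (probe A_10_P008772) rose from 6.69 ± 0.56 (SD, n = 5) to 8.25 ± 0.74 (SD, n = 5), a 2.95-fold rise (adjusted p 0.00677) that missed the threshold without scaling (+0.98 log2) and when any of 5 arrays was left out (lowest +1.33, without C2 replicate 1). The other rises at this step were those of Sec14-like 1 (+2.33 log2), Sgms1 (+2.18), xDR-M1 (+2.11) and xDR-M2 (+1.92), which are death receptors of the Tnfrsf23 group, Adam9 (+1.97), MGC82145 of the Pacsin3 group (+1.64), Adamts1 (+1.43) and Trib1 (+1.12). Falls were called for bteb1-A of the Klf13 group (-2.80), OG_10118 (-2.15, detected on 4 of 5 C2 arrays), Ghr (the growth hormone receptor, -2.01) and Tcf21 (-1.21). Of these calls, Adam9, MGC82145, Trib1 and xDR-M2 also missed the threshold without scaling, and Tcf21 missed it under the 75th percentile (-0.85), the deposited summary table (-0.87) and when any of 6 arrays was left out (smallest fall -1.02, without C2 replicate 5). Adam9 and Trib1 each missed it when any of 6 arrays was left out, with the lowest values without C2 replicate 3 (+1.61) and without C1 replicate 1 (+0.98).

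Between NC1 and C1 the rises were those of bteb1-A (+3.74), LOC494752 (+3.12) and MGC84790 (+1.62) of the Stx1a group, MGC82145 (+1.79), Sgms1 (+1.54) and Klhl18 (+1.37), and Tcf21 fell by 1.89 log2 (3.71-fold, adjusted p 0.00104). With the slide as a block LOC494752, MGC84790, Sgms1 and Tcf21 were no longer called, and MGC84790 was also lost when any of 10 arrays was left out, for example C1 replicate 3 (+1.46). Klhl18 was lost without either of 2 arrays (lowest +1.23, C1 replicate 2), MGC82145 without any of 6 (lowest +1.52, NC1 replicate 3) and Sgms1 without any of 8 (lowest +1.39, C1 replicate 3). Sestrin1 was called only between NC1 and C2 (+1.72 log2), as was OG_10108 (-0.97, lost when any of 9 arrays was left out, as in -0.81 without C2 replicate 1). The calls of Ghr and Adamts1 between NC1 and C2 (-1.33 and +1.06) were lost without any of 4 arrays (smallest fall of Ghr -1.20, NC1 replicate 3) and without NC1 replicate 4 (+1.01). The differences of MGC52683 of the Pacsin3 group (0.60 and 0.24 log2 at the 2 steps) and of Cnih2 (0.28 and -0.57) passed at neither step in the values used here. Some differences not called there passed under other settings. With the title sets as a block, which lost none of the 37 calls, these were OG_10108 between C1 and C2 (-0.96) and Trib1 (+0.92) and MGC52683 (+0.84) between NC1 and C2. Cnih2 passed between C1 and C2 with quantile normalization (-0.69), without scaling (-1.15), after normexp (-0.66) and in the deposited summary table (-0.69).

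**Figure D4:**
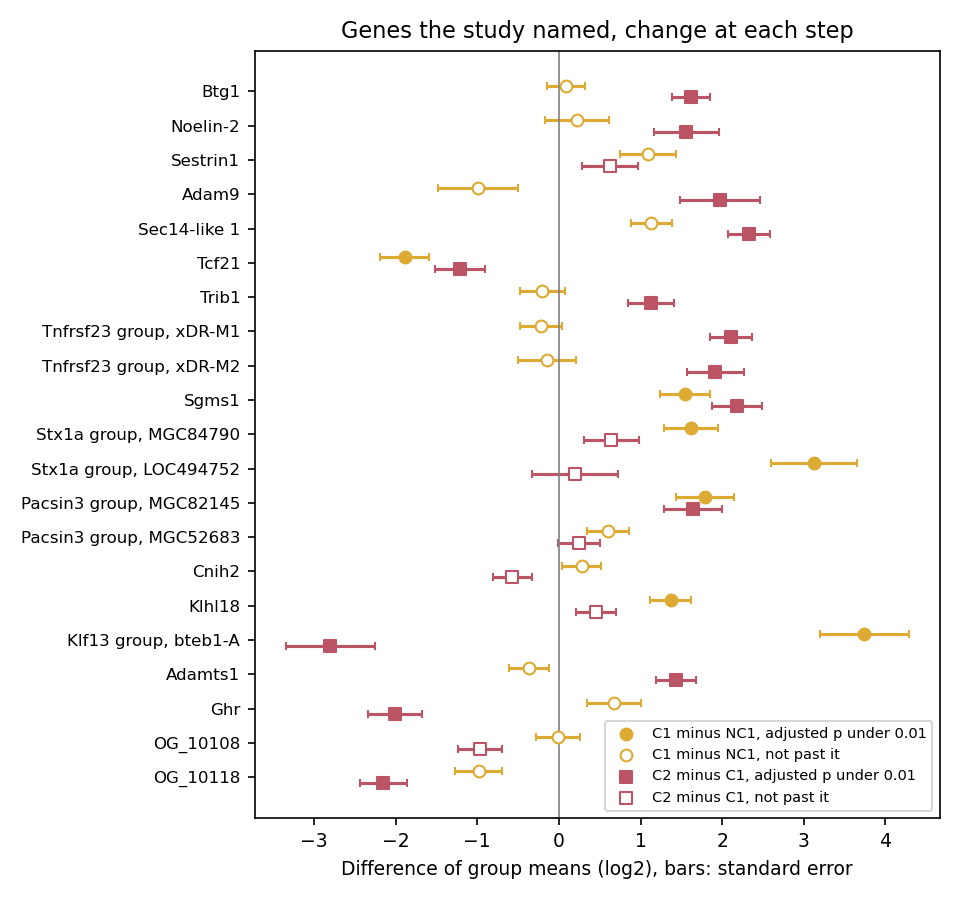
Log2 difference ± SE of the 21 study genes for C1 minus NC1 and C2 minus C1, with filled symbols where the adjusted p over all probes was under 0.01. Values range from +3.74 (bteb1-A, first step) to -2.80 (the same gene, second step).

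The 10 gene families asked whether pathways of the matrix, of junctions, of protein turnover and of steroid synthesis moved together, with ribosomal proteins as a reference. Camera called 4 of 20 tests. The collagens, 10 probes, fell by 2.15 log2 in the median from NC1 to C1 (mean -1.82, 9 of 10 lower, adjusted p 6.2e-14) and by 2.42 from C1 to C2 (mean -2.10, 9 of 10 lower, adjusted p 0.000234). The list held 3 probes of genes that encode no collagen chain, plod3.L, scarb2.L and cert1.L. The last of these was the only member to rise, by 2.29 log2 between C1 and C2. With the 7 collagen chains alone, a choice made after the data were seen, the medians were -2.49 and -2.98, and all 7 fell at both steps. All C1 arrays lay below all NC1 arrays in 6 of these 7 genes and all C2 arrays below all C1 arrays in 6, and for the median of the chains there was no overlap at either step. Among the members, col1a1.S (-3.40) and col3a1.S (-2.89) fell most at the first step, and col1a1.S (-3.97) and col6a1 (-3.77) at the second. Across the scalings the median fall of the family stayed between -2.44 and -2.15 at the first step and between -3.0 and -1.91 at the second. The ribosomal proteins, 47 probes, rose in the median by 0.32 (44 of 47 higher, adjusted p 0.0110) and 0.45 (38 of 47 higher, adjusted p 0.0284). This direction was not stable at the second step, where the median was -0.12 with quantile normalization, -0.11 in the deposited summary table, -0.13 without scaling and -0.08 with spike-in scaling, and at the first step it was 0.02 with spike-in scaling. In the medians per array of this list, 4 of 5 C1 arrays lay above all NC1 arrays and 2 of 5 C2 arrays above all C1 arrays. Its largest changes were those of the unnamed sequences BP698942 (+1.39) and BX855351 (-0.69) and of mrpl45.L (+0.89) and rps3.L (-0.52) at the first step, and of BG018630 (+1.82), rps3.L (+1.1), mrpl1 (-0.88) and BX849854 (-0.87) at the second.

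Under fry, both collagen calls held and both ribosomal calls did not (adjusted p 0.0755 and 0.0744). With the correlation estimated from the data only the collagens between NC1 and C1 held (adjusted p 0.0102). Fry called 2 further families at both steps. The connexins of gap junctions, 5 probes, rose by 0.75 in the median at the first step (5 of 5 higher, fry adjusted p 0.00662) and fell by 1.25 at the second (4 of 5 lower, fry adjusted p 0.000775), with gja1.L at +0.49 and -2.31, gja4.S at +0.94 and -1.51, LOC398364 at +1.18 and gjb2.L at +0.44 and +1.03. The median level of the list per array nevertheless did not fall at the second step (5.77 in C1, 6.07 in C2), since its members differ in level. With the title sets as a block, camera also called the first of these steps (adjusted p 0.0425), and no scaling changed the sign of either median. The heat shock proteins, 15 probes, rose by 0.30 (11 of 15 higher, fry adjusted p 0.0452) and 0.60 (12 of 15 higher, fry adjusted p 0.00560), with hsph1.L (+1.46), hsph1.S (+1.42), serpinh1.S (-0.51) and hspa5.S (-0.10) at the first step and hspa9.S (+2.49), hspa9.L (+1.91), hsph1.S (-1.42) and hsph1.L (-0.73) at the second. In the medians per array of the heat shock list, all C1 arrays lay above all NC1 arrays and all C2 arrays above all C1 arrays. Without scaling the heat shock median of the second step was 0.02 and its mean -0.02. Without the detection filter camera called 12 of the 20 tests, and the family count moved most there.

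The remaining families were not called by camera or fry in the values used here. Some of their medians were nevertheless low among random lists matched in level. At the first step laminins and integrins ranked at percentile 0.16, ovulation genes at 0.21 and steroidogenesis at 0.38. Immediate early genes ranked at 8.73, tubulins and actins at 71.5 and the proteasome at 81.7. At the second step these families ranked between 2.72 (immediate early genes) and 60.4 (tubulins and actins). At the first and second step the medians were 0.25 and 0.05 for the proteasome (29 probes), -0.51 and -0.32 for laminins and integrins (8), -0.50 and -0.14 for steroidogenesis (6), -0.37 and -0.40 for ovulation genes of mammals (9), -0.04 and -0.42 for immediate early genes (11) and 0.29 and 0.30 for tubulins and actins (4). The steroidogenesis mean was -0.00 at the first step and -0.72 at the second. With 1 array left out, some of these medians changed sign. At the second step the ranges were -0.36 to 0.21 for steroidogenesis and -0.06 to 0.17 for the proteasome. At the first step the range was -0.21 to 0.06 for immediate early genes. The second median of the ovulation genes stayed negative, from -1.18 to -0.20. Scaling to the 75th percentile turned the second median of steroidogenesis (0.22) and of laminins and integrins (0.04) positive, with means and tests still pointing down. Spike-in scaling turned both medians of the proteasome (-0.04 and -0.48) and of tubulins and actins (-0.00 and -0.23) negative, and the second proteasome median was also negative with quantile normalization (-0.11), without scaling (-0.54) and in the deposited summary table (-0.13).

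**Figure D5:**
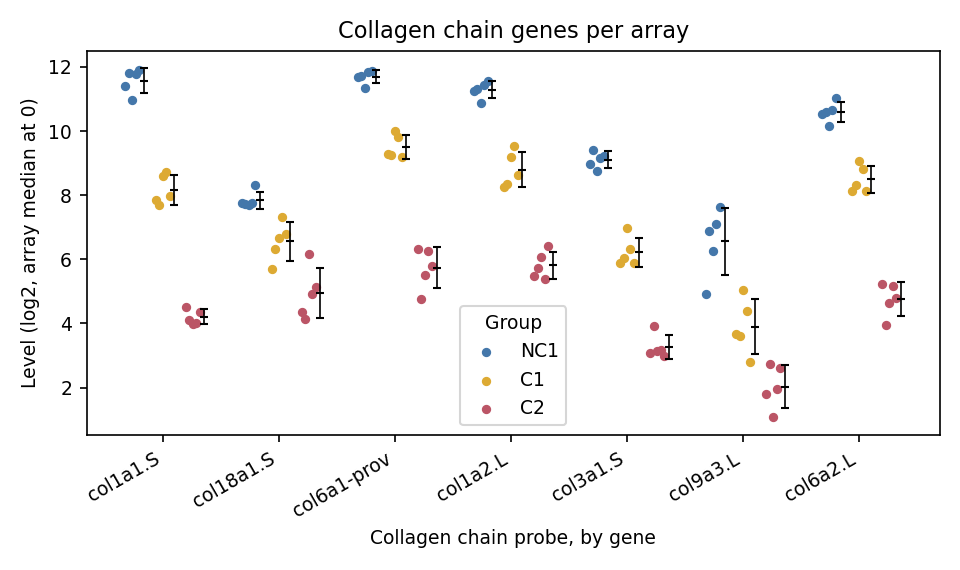
Log2 levels of 7 collagen chain genes on each of the 15 arrays by group, with mean ± SD (n = 5). The level of col1a1.S falls from 11.57 in NC1 to 8.17 in C1 and 4.20 in C2.

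The marker lists asked whether material of other cells varied between the groups. Camera called none of the 8 tests, and fry called 2, both between C1 and C2. The oocyte list, 11 probes, fell by 1.24 log2 in the median (8 of 11 probes lower, medians of all 5 C2 arrays below those of all C1 arrays, camera adjusted p 0.0889, fry adjusted p 0.00884), and camera called it with the 75th percentile (-0.88, adjusted p 0.0407). Its members moved apart: wnt11b.L changed by +4.08 and then -4.25, cpeb1.L by +2.72 and -3.08, and trim36.L fell by 3.27 at the second step, while ybx2.L rose by 1.64 and ybx2.S by 1.38. The largest falls of this list at the first step were those of plk1.S (-0.87) and tdrd7.L (-0.06). The follicle cell list, 12 probes, had a median of 0.55 at the first step and -0.29 at the second (8 of 12 probes lower, medians of all 5 C2 arrays below those of all C1 arrays, fry adjusted p 0.0168). The second median was +0.07 with the 75th percentile although the test still pointed down. At the first step the deposited summary table gave a median of 0.35 with a mean of -0.41. With 1 array left out, the follicle cell medians ran from 0.34 to 0.68 and from -0.39 to -0.14. Its members included nr5a2.S (+2.75, then -2.62), sox9.S (+2.17) and inhbb.L (-2.25) at the first step, and cyp17a1.L (-4.44), gata4.L (+1.64) and gata6.S (+1.13) at the second. The leucocyte list (6 probes) changed by -0.42 and -0.51, and the red blood cell list (3 probes) by -0.00 and -0.43. The median level of the leucocyte list per array nevertheless rose at the second step (5.55 in C1, 6.13 in C2). There 3 of its probes were higher and 3 lower. With 1 array left out, its first median ran from -0.62 to -0.14. Among random lists matched in level, the oocyte median ranked at the 93.6th percentile at the first step and the 0.46th at the second, the follicle cell median at the 99.8th and 9.97th, the leucocyte median at the 0.88th and 13th, and the red blood cell median at the 31.0th and 37.5th.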

Values the study reported

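The study reported 4220 array probes that differed between at least 2 of the 3 stages in *Xenopus*, at a Benjamini-Hochberg corrected threshold of 0.01. These were reduced to 2802 unique RefSeq sequences. For the metaphase II stage it reported a 2.5-fold higher level of Btg1 and a 3.2-fold higher level of Noelin-2. Across species, 226 *Xenopus* genes fell in groups of orthologues whose trout members had a like profile.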

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

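The comparison with the number that chance gives was chosen only after these values had been seen; the tests on spots and title sets were set out first. In 186 groups of 5 values, from the named genes, the study genes, the medians of the gene lists and the measures of the arrays, 7 held an array whose gap to the nearest other array was over 0.71 of the whole range. Chance gives about 1 in 20, or 9.3 of 186.

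The values are log2 levels. For adal.L, NC1 replicate 4 read 9.03 against 7.96 to 8.19 in the other 4 arrays of its group. For ca2.S, C2 replicate 2 read 3.61 against 7.20 to 7.69, and for col3a1.S the same array read 3.92 against 2.98 to 3.16. For tdh.L, C2 replicate 4 read 6.87 against 8.65 to 9.30. For Sec14-like 1, C1 replicate 3 read 5.91 against 6.22 to 6.23, and for Tcf21 the same array read 4.00 against 2.98 to 3.19. For MGC84790 of the Stx1a group, C2 replicate 5 read 8.42 against 6.75 to 7.16.

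A defect of single spots is argued against, since the 2 spots of the probe differed by over 0.5 of the gap in 0 of the 7 cases. A title set that deviates in every group is argued against as a general cause, since both other arrays of the set deviated the same way in 14.3% of them (1 of 7, col3a1.S). Chance alone remains open: 7 cases were found, fewer than the 9.3 that it gives, and no array held more than 2. Differences between females may also contribute, and no biological explanation was tested. Without C2 replicate 2 the fall of col3a1.S between NC1 and C2 was -6.02, and without C2 replicate 4 the rise of tdh.L was 6.27 and both stayed called. The fall of Tcf21 between C1 and C2 was -1.03 without C1 replicate 3 and no longer called.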

How the results depend on the processing

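Scaling to spike-ins or to the probes detected everywhere, the detection in 1 spot, the collagen chains alone, the ribosomal list without mitochondrial members and the set tests under spike-in scaling and without scaling were chosen only after the data had been seen. The counts of calls over the 3 groups, of study genes and of named genes stayed within 1.5 times the values in the report under all alternatives tried for them. All 24 named differences kept their direction and their call (144 values under other settings, 360 with 1 array left out).

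The calls of C1 minus NC1 depended most on the processing. They numbered 693 with quantile normalization (370 shared with the 377), 744 after normexp (335 shared), 699 in the deposited summary table (364 shared), 576 with detection in at least 1 group (365 shared), 862 at an adjusted p under 0.05 and 771 with title sets as a block (377 shared in both), but 192 with spike-in scaling (169 shared), 243 without moderation (235 shared) and 213 with the slide as a block (201 shared). The deposited summary table gave 4275 calls between C1 and C2, and the absence of a filter 8270 between NC1 and C2. The looser threshold gives more calls by construction, but a larger set of probes need not. Between NC1 and C1, 482 probes were called without a filter against 576 with detection in at least 1 group. Between C1 and C2 these counts were 3555 and 3681, but between NC1 and C2 they were 8270 and 4145. Of the 8270 calls 6011 were higher, against 1931 of the 4145. The unfiltered fit adds only probes that missed the detection rule in every group, so its further rises are no evidence of expression. For settings other than the threshold the cause was not tested, except for the slide, taken up below.

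Probes changing in opposite directions numbered 231 with quantile normalization, 246 after normexp, 223 in the deposited table, 313 at an adjusted p under 0.05, 265 with title sets, 62 with spike-in scaling and 88 without moderation. Probes changing the same way numbered 156, 168, 177, 203 and 179 under the first 5 of these, 131 with the probes detected everywhere, 126 with detection in at least 1 group, 120 with the 75th percentile, 43 with the slide, 53 with title sets and slide together and 49 without moderation. Probes detected throughout one group and not in another numbered 1330 under the looser rule, which counts more by construction.

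Camera called 2 families with spike-in scaling, 12 without a filter and 1 with an estimated correlation, against 4 of 20. For marker lists it called 1 with the 75th percentile and 4 without a filter, and fry called 2. The ribosomal median between C1 and C2 reversed with quantile normalization (-0.12) and in the deposited summary table (-0.11). It was also negative and not called with spike-in scaling (-0.077) and without scaling (-0.13), and not called without a filter (0.47). Fry and the estimated correlation did not call it (0.45), nor the first step (0.32), and the estimated correlation did not call the collagens between C1 and C2 (-2.42). With spike-in scaling the first ribosomal step was 0.024 and not called. The cause was not tested.

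Leaving out each array in turn gave 3030 to 3437 calls over the groups, 244 (without C1 replicate 5) to 453 (without C2 replicate 5) between NC1 and C1, 2386 to 2770 between C1 and C2 and 2705 to 3151 between NC1 and C2. It gave 88 to 148 opposite and 51 (without C1 replicate 2) to 92 same-way changes, 29 to 38 study-gene calls, 3 to 5 families, 0 to 3 marker lists (3 without C1 replicate 5) and 524 to 642 probes detected throughout one group and not in another. The collagen medians ran from -2.29 to -2.07 and from -2.58 to -2.21, and the ribosomal medians from 0.23 to 0.40 and from 0.35 to 0.53, the latter not called without C1 replicate 1, C2 replicate 3 or C2 replicate 4. The difference in detected share ran from -7.66 (without C1 replicate 4) to -4.28 points between C1 and C2, from -8.81 to -6.33 between NC1 and C2 and from -3.01 to -0.272 between NC1 and C1.

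Of the study-gene values under other settings, 295 were the same and 38 (17 differences) lost the call. Differences gained numbered 6 in the deposited table, 6 after normexp and 5 with quantile normalization. They numbered 3 each without scaling and with the median of the probes detected everywhere. Title sets as a replicate block gained 3 and lost 0. The 75th percentile and the slide as a block gained 2 each, and the replicate number as a block gained 1. With an array left out, 492 study-gene values were the same and 63 (11 differences) lost the call. None reversed. Of the values of lists not called, 25 passed the threshold under other settings, 13 of them without a filter, and 7 with an array left out. The signal over background limits the arrays most in C2, where 40.1% of probes were detected, so changes of weak probes rest on values near the background.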

Other observations

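The tests on weaker labelling, on each explanation as a whole cause, on scaling, on oocyte material, on slides within title sets, on the slide as a block and on other splits of the arrays were chosen only after the result had been seen. For the splits, the arrays were regrouped at random and 100 groupings, the real one included, were counted. Only the real one gave as many calls over the 3 groups, for each of the 3 contrasts and for both counts of probes changing at 2 steps (1 of 100 each), so chance can be excluded there, although for the latter this says only that calls exist at both steps. For the study genes it was also 1 of 100, but these were chosen on the same arrays, so this decides nothing. Of the 16 splits that part every title set, again only the real one gave as many calls for each contrast. For the number of gene families called, 37 of 100 groupings gave as many, so chance cannot be excluded, but groupings of all 15 arrays also carry real differences between the groups. With 0 marker lists called, all 100 groupings gave as many and nothing was tested. For single lists only the 10 arrays of the 2 groups of a step were split. Chance can be excluded for the collagens at both steps, by the set test and by the median change (1 of 100 splits each), but not for the ribosomal tests (20 and 34).

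The C2 arrays were dimmer and detected fewer probes. The spike-in transcripts gave no sign of weaker labelling, hybridisation or scanning. They differed by -0.054 log2 between C2 and C1 (SE 0.23), while the median probe differed by -0.54. Their mean ran from 12.24 to 13.38 over the C2 arrays, and with that SE a technical loss of such a size cannot be excluded. A few genes taking most of the signal in C2 may contribute, since the share of the 100 brightest probes was 6.15 points higher. They are argued against as the whole cause, since the share of the signal left for the other probes differed by -0.13 log2 (SE 0.020), less than the -0.54 of the median probe. The summed signal itself differed by -0.24. Another composition of the RNA after hCG remains open and untested. Of the probes detected on every NC1 array and no C2 array, 42.7% had a lower bound of at least 2-fold, so for the others the lower signal of the C2 arrays could explain the loss.

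The collagens fell at both steps. The scaling of the arrays is argued against, as the smallest fall over the scalings tried was -1.91. A smaller share of stroma and theca cells in the later groups may contribute: a list of 21 other probes of these cells, 1 of them the study gene Tcf21, had medians of -0.45 and -1.34, at percentile 0 of random lists at both steps. Between NC1 and C1 this list cannot decide whether that was the whole cause, since its members moved apart (8 higher, 13 lower). Some did not fall, such as tagln.L (11.29 to 11.46) and loxl1.L (10.89 to 11.73). Others fell about as much as the collagens, such as sparc.S (12.09 to 9.65), sparc.L (-2.15) and igfbp5.L (-1.96). A smaller share of blood vessels may contribute as well, with an endothelial list of 8 probes at -0.48 and -0.63, at most at percentile 3.75. As the whole cause it is argued against by the median of -0.63 between C1 and C2; pecam1.L fell from 8.95 to 6.10 there and cldn5.S rose from 7.84 to 8.23. Follicle cells can express several of these genes themselves, and their own regulation during growth and after hCG remains open and untested.

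Oocyte genes fell between C1 and C2. Whether less oocyte material was carried over in C2 cannot be told apart from changes in the somatic cells, since the 3 members brightest in C1 (ybx2.L, ybx2.S and ddx4.L) had a median change of 1.38 while 6 members were called lower, and follicle cells may express some of them.

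Arrays of one title set deviated from their group means together. A shared slide is argued against, since arrays of one slide and different sets correlated by at most 0.039 across probes. Shared females are a candidate explanation that the labels do not settle. With the slide as a block, calls between NC1 and C1 numbered 213, against 377 without it. Fewer residual degrees of freedom alone (8 in place of 12) are argued against, since 0 of 100 random blocks of 1 array per group, which leave as many, gave as few calls (243 to 446). Together with groups spread unevenly over the slides they may explain the decrease, as 73 of 100 shuffled slide labels gave as few (median 168.5).

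For 396 genes with a probe for each of the L and S copies, the C2 minus C1 differences of the copies correlated by 0.52 across genes, against at most 0.20 in 1000 random pairings. Both copies may respond to the same signals or be read by the same probe, and these were not separated. Genes are not independent replicates.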
